A study of Mus musculus with 10 samples. Its data were reported in "Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration" (2021).

How the data were processed

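The series holds 10 droplet-based single-cell RNA-sequencing libraries of mouse intestinal organoids and colonic crypts. There were 3 libraries of ENR-organoids, 2 of -VE-organoids, 3 of Hyper-organoids, 1 of normal colonic crypts and 1 of colonic crypts after dextran sulfate sodium (DSS). Groups, passages and culture series were taken from the sample labels. Culture series 2 and 6 each hold 1 library of the 3 organoid groups, and series C holds 1 ENR- and 1 Hyper-organoid library started from primary crypts.

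The authors aligned and counted the reads with Cell Ranger, for which the methods and the file headers name different versions. The deposited values are UMI counts (unique molecular identifiers, 1 per captured transcript molecule) per gene and barcode, not normalized, for 31053 genes. A deposited table of counts holds 25204 cells that the authors kept, and a deposited annotation gives each of them a class. Its counts were compared with the library matrices over 1024324665 UMIs, and 0 entries differed. The methods state a filter of at least 1500 genes and at most 25% mitochondrial reads. The kept cells instead had between 501 and 611 genes at the lowest, depending on the library, and at most 20% mitochondrial UMIs, so the bounds met in the files were about 500 genes and 20%. Of the kept cells, 1375 had under 1500 genes. The main results use the authors' kept cells.

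UMIs were summed per gene and library over the kept cells, because cells of one library are not replicates. The 8 organoid libraries were fitted together with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr and the quasi-likelihood F test (glmQLFit and glmQLFTest), so that all 3 groups share one estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Every adjusted p of a single gene comes from this test. CPM values are UMI counts divided by the TMM-adjusted library size, on edgeR's usual scale. Columns of per-sample values that could not be mapped to a sample numbered 0. Gene identifiers whose symbol is shared with another identifier numbered 71.

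Gene lists were tested with camera (limma 3.58.1), two-sided, with its preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2. The 9 tests of the regenerative up-list (63 genes), the regenerative down-list (54 genes) and a list of 22 YAP/TAZ targets were adjusted together. The first 2 lists come from published injury models other than these libraries, and 1 of those models is DSS colitis. The YAP/TAZ list was set from general knowledge and is not the study's own. Further lists covered 39 Hox genes, 15 imprinted genes, 16 genes of dissociation stress, 10 immune genes and the 17 interferon and antigen-presentation genes within the up-list. The stress list shares 2 genes with the up-list and the immune list 1 gene, and the other pairs of lists share 0 genes, apart from the interferon part. List medians printed beside camera are of log2 CPM differences. Percentiles among 10000 random lists matched on mean expression use edgeR's fold changes, so their medians can differ from those beside camera. For the imprinted genes edgeR's medians were 3.55 against -VE- and 4.18 against ENR-organoids. The log2 CPM differences gave 3.06 and 3.64.

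Cell classes are the authors' annotation. An alternative took the class from cells with at least 3 class markers of 3 UMIs each. Shares of kept cells per library were compared by an exact two-sided permutation test, and 3 libraries against 3 cannot give a p under 0.1. Intervals of shares are exact binomial 95% intervals (Clopper-Pearson) and cover counting error only. For the share of cells that hold Clu, Anxa1 and Ly6a together, each cell was thinned to 10000 UMIs and shallower cells were left out. Doublets were predicted with Scrublet through scanpy 1.11.5. It marked 83 of 25204 kept cells (0.329%), too few for a working call, so an alternative that leaves out the 5% of cells with the highest doublet score per library was added after the data were seen. Doublets stayed in the main results.

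The 2 colonic libraries have no replicates, so no test was made. Plain CPM with exact Poisson intervals is given, log2 ratios use a pseudocount of 1 CPM, and lists are set against 10000 random lists matched on mean expression among genes of at least 1 CPM. The colonic clusters are the authors'. A cluster in which over 50% of the cells held a Ptprc UMI was treated as immune. No cluster met the same threshold for cells holding 2 stromal markers (13.6% at most). That threshold was set after the data were seen, and the up-list median as the summary of this comparison was not fixed beforehand. By the threshold 6 of 25 clusters were left out in one alternative, together with other cells holding a Ptprc UMI, which took 20.4% of the normal and 24.6% of the DSS cells.

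ENR- and Hyper-organoid libraries of one culture series deviated from their group means together, with a correlation across 16037 genes of 0.19 in series 2, 0.17 in series 6 and 0.44 in series C. Genes are not independent replicates. The pairing comes from the prefix in the labels. The fit with the culture series as a block was an alternative.

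The named genes follow a rule fixed before the data were examined, as were the tests, the lists and most alternatives. They are 12 markers of the study, the 5 genes that rose and the 5 that fell most per organoid contrast among called genes without overlap between groups and with at least 20 CPM in the higher group, at most 5 called members per list, and for colon the 5 highest and the 5 lowest ratios among genes of at least 100 CPM. Genes without a UMI in 1 group are given as bounds against a floor of 3 UMIs over that group. All 88 named genes were matched by Ensembl identifier to GENCODE M21 (GRCm38). The build used for these libraries is not stated, so coordinates are those of that annotation.

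The fit was tested on simulated counts with 200 changed genes. It recovered 76.5% of them for Hyper- against ENR-organoids, with 0.649% of the calls false. It recovered 83.5% for Hyper- against -VE-organoids (4.02% false) and 83.0% for -VE- against ENR-organoids (0.599% false). As many genes were raised as lowered, and the counts were drawn with the spread that the fit had estimated. The real contrasts with Hyper-organoids had more calls, most of them rises, so these rates need not hold there.

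Alternatives included DESeq2 1.42.0, other scaling factors, other filters on genes and cells, the stem class alone, thinned cells, marker-defined classes, each library left out in turn, the culture-series block, fry and camera with an estimated correlation. Explanations of patterns were judged by rules written beforehand where stated. For 7 of them conditions were added after the values were seen, and these explanations were then left open. They are the Hox list, the imprinted list, the genes higher in Hyper-organoids set against DSS, dissociation stress in organoids and in colon, immune or stromal cells in the DSS library, and a shift in class shares in colon.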

Results

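Single-cell transcriptomes were collected from 8 libraries of mouse intestinal organoids and 2 libraries of colonic crypts. Organoids are epithelial cultures grown from crypts in a gel. ENR-organoids (3 libraries) were kept in the conventional medium with EGF, Noggin and R-Spondin 1. Hyper-organoids (3 libraries) were kept in a medium of 8 components that includes valproic acid (VPA, an inhibitor of histone deacetylases) and EPZ6438 (an inhibitor of the histone methyltransferase EZH2). The -VE-organoids (2 libraries) were kept in the same medium without VPA and EPZ6438. Replicates 1, 2 and 3 belong to culture series 2, 6 and C. Hyper-organoids of series 2 and 6 were derived from ENR-organoids and were at passage 1 and 6, and those of series C came from primary crypts and were at passage 3. ENR-organoids were at passage 2, 7 and 3, and the -VE-organoids at passage 1 and 6. The colonic crypts came from normal mice (1 library) and mice treated with DSS (1 library), a chemical that injures the colon.

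The organoid libraries held between 3926 and 6715 barcodes, of which the authors kept between 1983 and 4293 cells. Kept cells of ENR-organoids gave 97224062, 122904321 and 89124015 UMIs in replicates 1, 2 and 3. Those of -VE-organoids gave 121816304 and 170019527 UMIs, and those of Hyper-organoids 138505172, 142162029 and 90265268 UMIs. The median per kept cell lay between 38174 and 50652 UMIs. The normal colonic library held 1132 kept cells with 19906845 UMIs and the DSS library 1933 kept cells with 32397122 UMIs. The authors kept 34.7%, 43.0% and 41.3% of the barcodes of ENR-organoids, 47.3% and 63.9% in -VE-organoids, and 62.2%, 61.2% and 50.5% in Hyper-organoids.

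The first comparison asked how the 8-component medium changes expression against the conventional one. Of 16037 genes tested, 3675 were called changed between Hyper- and ENR-organoids (edgeR adjusted p under 0.05 and at least 2-fold), 2913 higher and 762 lower in Hyper-organoids. At an unadjusted p under 0.05 there were 9902 genes. The groups did not overlap in 10321 genes, or 64.4%, where chance gives 10%. By ratio, the alternative that moved this count most was a filter of at least 10 CPM in 2 libraries, with 800 called of 8419 genes tested.

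The study's markers of regeneration were higher in Hyper-organoids. Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) had 38.2 ± 27.9 CPM (SD, n = 3) in Hyper-organoids and 0.829 ± 0.817 CPM (SD, n = 3) in ENR-organoids, a log2 fold change of 5.53 (SE 0.98, edgeR adjusted p 0.00164). Ly6a (chromosome 15, 74994877 to 74998031), which encodes Sca1, rose from 0.627 ± 0.017 to 42.6 ± 43.4 CPM (edgeR log2 fold change 6.08, SE 0.90, adjusted p 0.000661), with UMIs that related Ly6 genes can share. Anxa1 (chromosome 19, 20373428 to 20390944) rose by 6.23 on the log2 scale, Reg3b (chromosome 6, 78370657 to 78373466) by 3.33, Reg3g (chromosome 6, 78466269 to 78468872) by 4.94, Basp1 (chromosome 15, 25363277 to 25413764) by 6.21 and Tead2 (chromosome 7, 45215753 to 45233644) by 2.81. Each of these was called, and each was higher in all 3 Hyper-organoid libraries than in all 3 ENR-organoid libraries. Reg3b and Reg3g are close copies of one another. Lgr5 (chromosome 10, 115450311 to 115587780) rose from 55.0 ± 7.4 to 136 ± 20 CPM (edgeR log2 fold change 1.30, SE 0.14, adjusted p 0.000138) and Cd44 by 1.10. Within the stem class alone Lgr5 rose by 0.44 and was no longer called. Cxadr differed by 0.14 (edgeR adjusted p 0.0257), under the minimum fold, and Ascl2 by -0.10 (edgeR adjusted p 0.656).

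**Figure D1:**
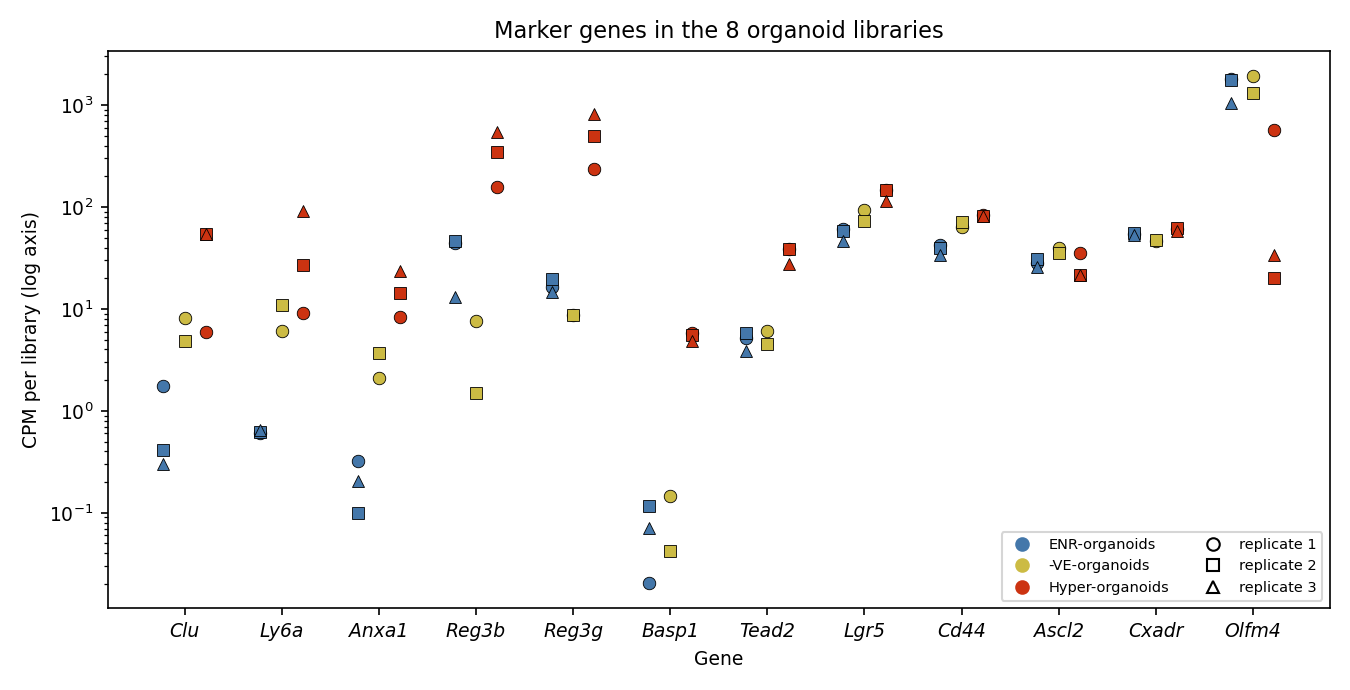
CPM (vertical log axis) of the 12 markers (horizontal axis) in each organoid library, with colour for the medium and symbol for the replicate. Hyper-organoid replicate 1 lies at 6.00 CPM of Clu, against 54.8 and 53.8 in replicates 2 and 3, and at 573 CPM of Olfm4, against 20.0 and 34.0.

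Hyper-organoid libraries differed widely among themselves in some of these genes. Replicates 1, 2 and 3 were at passage 1, 6 and 3, and replicate 3 differed in origin too. With 1 library per passage, time in the medium cannot be told from other differences between replicates. Clu had 6.00 CPM in Hyper-organoid replicate 1 and 54.8 and 53.8 CPM in replicates 2 and 3. Ly6a had 9.10, 27.0 and 91.6 CPM. Olfm4 (chromosome 14, 79984081 to 80023139) had 573, 20.0 and 34.0 CPM against 1780, 1769 and 1054 CPM in ENR-organoids. Its fall by 2.88 on the log2 scale, seen in all 3 Hyper-organoid libraries, was not called (SE 1.13, edgeR adjusted p 0.0586). With the culture series as a block Olfm4 was called at -4.06 (edgeR adjusted p 0.0139), without Hyper-organoid replicate 1 at -5.83 (edgeR adjusted p 2.06e-05) and within the stem class at -4.13 (edgeR adjusted p 0.0111). Against -VE-organoids it fell by 2.95 and was not called (edgeR adjusted p 0.0739), but within the stem class it was called at -3.33 (edgeR adjusted p 0.0333). In that contrast it was also called with the culture series as a block (-3.54, edgeR adjusted p 0.0317). Without Hyper-organoid replicate 1 it was called at -5.91 (edgeR adjusted p 5.76e-05). It stayed uncalled in 8 of 11 alternatives of that contrast. Over its alternatives the adjusted p of Olfm4 against ENR-organoids ranged from 2.06e-05 to 0.115.

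The largest rises by the fixed rule were Bex4 (X chromosome, 136138996 to 136140443), with 230 ± 45 CPM in Hyper- and 0.0475 ± 0.0256 CPM in ENR-organoids (edgeR log2 fold change 12.23, SE 0.28, adjusted p 1.59e-07), Zfhx4, Arxes2, Itm2a and Lpl, with log2 fold changes between 9.07 and 10.05. Bex4 and Arxes2 belong to families of near-identical genes, so their counts are uncertain. The largest falls were Cfhr2 (chromosome 1, 139804167 to 139858702), with 0.0459 ± 0.0346 CPM in Hyper- and 39.2 ± 11.8 CPM in ENR-organoids (edgeR log2 fold change -9.57, SE 0.56, adjusted p 6.11e-06), Gcg, Slc6a19, Gm14851 and Ces1f, with log2 fold changes between -7.48 and -5.96. Gm14851 is a defensin-type gene and Ces1f a carboxylesterase with close paralogs. The paper lists Cfhr2 as a marker of enterocyte progenitors, which took 27.0% of the kept cells in ENR- and 0.0976% in Hyper-organoids.

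Against -VE-organoids, which asks what VPA and EPZ6438 add, Hyper-organoids had 2985 called genes by edgeR, 2582 higher and 403 lower, and 8764 at an unadjusted p under 0.05. No overlap was seen in 67.0% of the genes, where chance gives 20%. Anxa1 was higher by 2.40 on the log2 scale (SE 0.50, edgeR adjusted p 0.00521) and Reg3b by 6.27 (SE 1.01, edgeR adjusted p 0.00167). Clu was higher by 2.57 and not called (edgeR adjusted p 0.0537). It was called without Hyper-organoid replicate 1 (3.08, adjusted p 0.00336), without ENR-organoid replicate 1 (2.57, adjusted p 0.0484) and within the stem class (2.94, adjusted p 0.00737), and its adjusted p ranged from 0.00336 to 0.242 over its alternatives. Ly6a was higher by 2.32 at an edgeR adjusted p of 0.0479, and by 1.19 (adjusted p 0.0730) with the culture series as a block. It stayed past the threshold within the stem class (3.68, edgeR adjusted p 0.00515) and without Hyper-organoid replicate 1 (2.80, edgeR adjusted p 0.00418), and without any other single library it did not, with log2 fold changes between 1.09 and 2.82 and adjusted p values between 0.0519 and 0.208. Lgr5 was higher by 0.71, under the minimum fold. The largest rises were Bex4, Zfhx4, Sst, Itm2a and Ldhb, with log2 fold changes between 7.57 and 11.37. The largest falls were Gm14851, AY761184, Defa29, Clca4b and Defa30, between -6.68 and -3.46, and all of these but Clca4b are defensin genes that can share UMIs.

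The comparison of -VE- with ENR-organoids asks what the medium does without VPA and EPZ6438. It covers LDN193189, a GSK-3 inhibitor, pexmetinib and FGF2, the absence of Noggin, and R-Spondin 1 given as conditioned medium in place of the protein. Between these groups edgeR called 409 genes, 217 higher and 192 lower, with 3847 at an unadjusted p under 0.05. No overlap was seen in 45.7% of the genes, where chance gives 20%. The count was 96 without -VE-organoid replicate 2, and 252, 151 and 232 without ENR-organoid replicates 1, 2 and 3. Anxa1 was higher by 3.83 (SE 0.56, edgeR adjusted p 0.00902) and Ly6a by 3.76 (SE 0.90, edgeR adjusted p 0.0433). Clu was higher by 2.96 and not called (edgeR adjusted p 0.110). Reg3b had 4.59 ± 4.37 CPM (SD, n = 2) in -VE- and 34.6 ± 18.5 CPM (SD, n = 3) in ENR-organoids (edgeR log2 fold change -2.94, adjusted p 0.0801). The largest rises were Igfbp4, Ang4, 2210407C18Rik, Scarb1 and Pla2g5, with log2 fold changes between 1.34 and 2.22, and the largest falls Reg3a, Slc6a19, Sis, Fmo5 and Cfhr2, between -3.63 and -2.85. Reg3a is a paralog of Reg3b and Reg3g.

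All of these contrasts share libraries, so overlaps of their calls were set against simulated data. Of the rises in Hyper- over ENR-organoids, 6.93% were also called higher in -VE- over ENR-organoids, where simulated -VE libraries equal to ENR gave 0.00338% on average and equal to Hyper 90.4%. Of the falls, 18.2% were also called lower, against 0.0116% and 81.7% in the same simulations. Of the rises, 78.8% were also called higher in Hyper- over -VE-organoids, against 90.6% with -VE equal to ENR, and of the falls 45.0%, against 82.8%.

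Within cells of the stem class, 2509 of 13920 genes were called by edgeR between Hyper- and ENR-organoids, 2119 higher and 390 lower. Between Hyper- and -VE-organoids there were 2296, 2051 higher and 245 lower. Of the 3675 genes called over all cells, 2779 were tested in the stem class, 2106 were called there too, and 98.8% had the same sign. Of the 409 called between -VE- and ENR-organoids, 354 were tested in the stem class and 43 were called there, with 96.6% of the same sign and a median signed change of 1.03 against 1.47 over all cells. With each stem cell thinned to 10000 UMIs the first count was 1670.

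The regenerative up-list, genes raised in published injury models, had a median log2 difference of 0.47 between Hyper- and ENR-organoids, with 42 of its 60 tested genes higher (camera adjusted p 0.0423). Of the 60 genes, 26 were called over all genes tested, 21 of them higher, and 26 adjusted over the list alone. The list missed the threshold without ENR-organoid replicate 3 (0.49, camera adjusted p 0.0578) and without Hyper-organoid replicate 3 (0.46, camera adjusted p 0.0665). The list was higher by 0.51 against -VE-organoids without passing the threshold (camera adjusted p 0.0611), and it passed with the culture series as a block (median 0.48, adjusted p 0.0408) and without -VE-organoid replicate 2 (median 0.34, adjusted p 0.0354). Here 23 genes were called over all genes and 24 adjusted over the list alone. Its median between -VE- and ENR-organoids was 0.012 (camera adjusted p 0.674), with 2 called genes by either adjustment. Over the alternatives the adjusted p ranged from 2.82e-05 to 0.239 against ENR-organoids and from 9.00e-05 to 0.261 against -VE-organoids.

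The regenerative down-list was lower in all 3 contrasts. Its median was -1.16 between Hyper- and ENR-organoids (camera adjusted p 4.74e-10, 6 of 54 genes higher), -0.43 between Hyper- and -VE-organoids (adjusted p 0.000131) and -0.58 between -VE- and ENR-organoids (adjusted p 3.91e-14). The called genes numbered 30, 13 and 18, and 30, 13 and 19 adjusted over the list alone. Over the alternatives, the stem class among them, the medians lay between -1.16 and -0.65, -0.47 and -0.19, and -0.71 and -0.35. The main values are over all kept cells. Enterocyte progenitors took 27.0% of these in ENR-, 4.34% in -VE- and 0.0976% in Hyper-organoids. How much of the fall is a change in class shares is not separated here. Lgr5, a member of this list, was higher in Hyper-organoids, as was Gas6, by 2.23 against -VE-organoids.

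The YAP/TAZ target list had a median of 2.18 between Hyper- and ENR-organoids (camera adjusted p 8.01e-05, 17 of 20 tested genes higher), 1.64 between Hyper- and -VE-organoids (adjusted p 0.00011) and 0.18 between -VE- and ENR-organoids (adjusted p 0.00686). The called genes numbered 12, 12 and 1, and 12, 12 and 3 adjusted over the list alone. Axl had 0 UMIs in ENR-organoids and was at least 17.8-fold higher in Hyper-organoids, and Ccdc80 likewise at least 18.0-fold. With these at their bound the edgeR median of the list stayed at 2.25. Under fry all 7 camera calls on the 3 lists held. Under camera with an estimated correlation the up-list against ENR (adjusted p 0.0650), the down-list against -VE (adjusted p 0.104) and the YAP/TAZ list between -VE and ENR (adjusted p 0.0650) no longer passed, and the other 4 held.

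**Figure D2:**
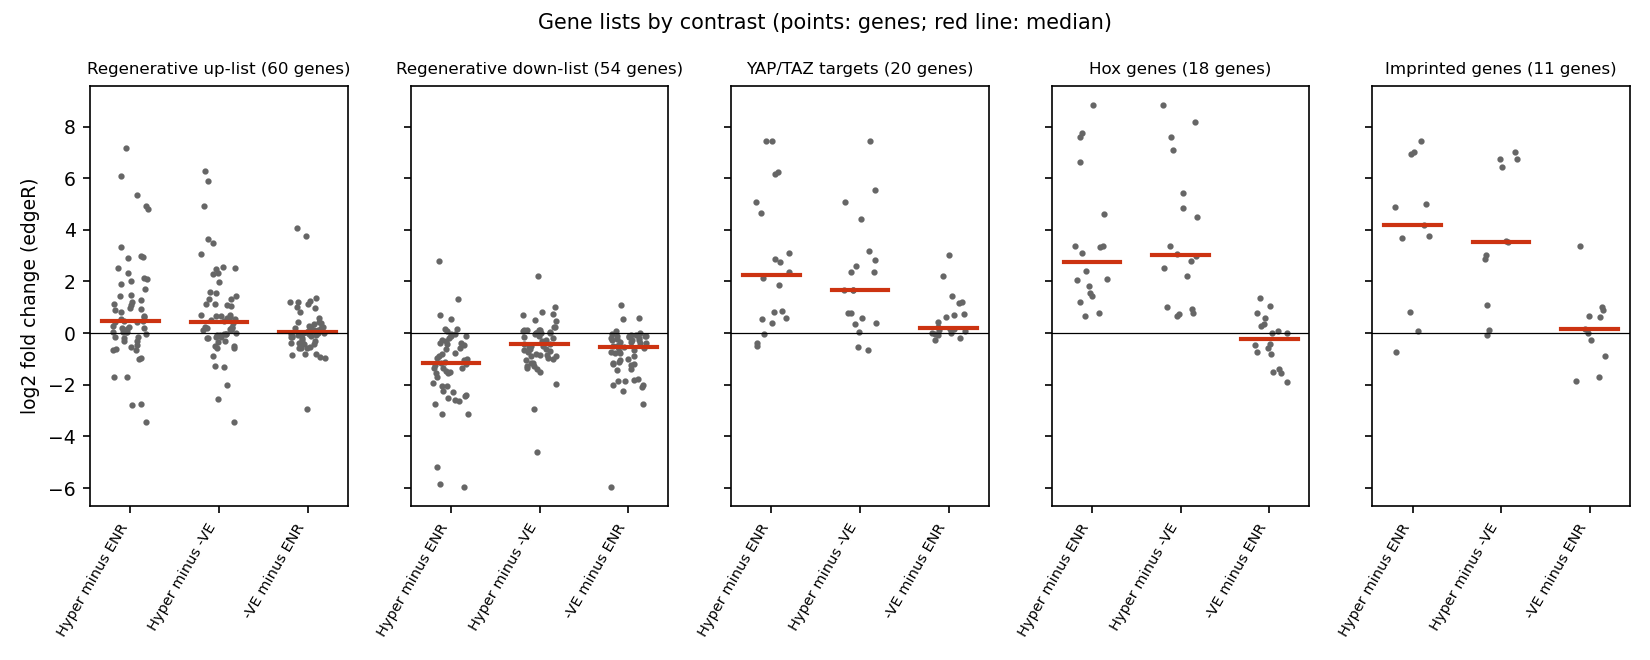
edgeR log2 fold changes (vertical axis) of each tested gene of 5 lists in the 3 organoid contrasts (horizontal axis), with red lines at the medians. Medians of the YAP/TAZ list are 2.25 and 1.67 in the contrasts with Hyper-organoids, and fold changes of genes without a UMI in 1 group are fitted values.

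The cell classes annotated by the authors differed between the media. Enterocytes took 11.8% ± 1.7 (SD, n = 3) of the kept cells in ENR-, 5.96% ± 0.39 (SD, n = 2) in -VE- and 0.985% ± 0.702 (SD, n = 3) in Hyper-organoids. Paneth cells took 1.77% ± 0.46, 1.31% ± 0.08 and 0.171% ± 0.161. The difference between Hyper- and ENR-organoids gave p 0.1 for both in the exact permutation test, the smallest this design allows, and 0.15 after adjustment over the 9 classes. Both were lower in Hyper-organoids in all 3 culture series. Enteroendocrine cells took 2.97% ± 0.35 in ENR- and 3.61% ± 0.66 in Hyper-organoids (exact permutation p 0.3), and were higher in Hyper-organoids in 2 of 3 series. Goblet cells took 5.29% ± 0.38 and 6.01% ± 0.52 (exact permutation p 0.2). The stem class took 12.2% ± 2.5 in ENR-, 26.2% ± 2.8 in -VE- and 42.1% ± 2.0 in Hyper-organoids, and enterocyte progenitors 27.0% ± 6.5, 4.34% ± 0.08 and 0.0976% ± 0.0111. With classes defined by markers the difference for goblet cells was -2.99 percentage points in place of 0.727.

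**Figure D3:**
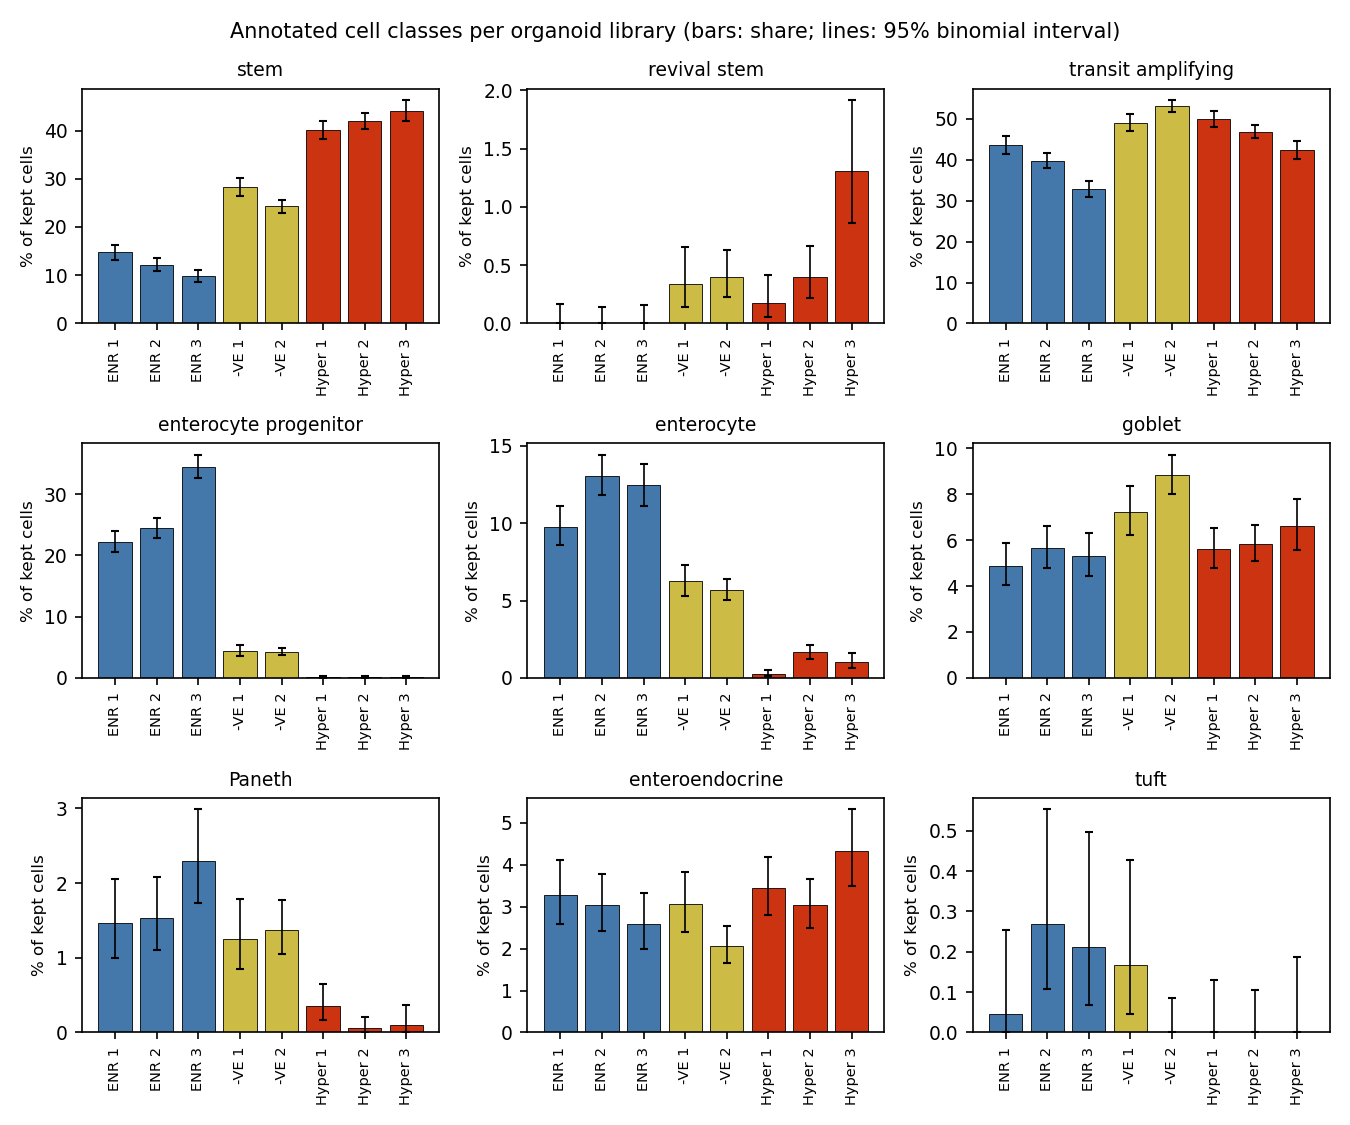
Share of kept cells (vertical axes, percent) in each annotated class for the 8 organoid libraries (horizontal axes), with lines for exact binomial 95% intervals. The stem class lies between 40.0% and 44.1% in the 3 Hyper-organoid libraries and enterocyte progenitors at 0.107% or less.

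Cells annotated as revival stem cells, a Clu-expressing state described after injury, numbered 5, 14 and 26 in the Hyper-organoid libraries and 8 and 17 in the -VE-organoid libraries. None of the ENR-organoid libraries held one, with upper binomial limits between 0.142% and 0.168%. After thinning to 10000 UMIs, Clu, Anxa1 and Ly6a were found together in 0.218% (95% interval 0.0801 to 0.474), 1.42% (1.05 to 1.87) and, in 58 of 1870 cells, 3.102% (2.36 to 3.99) of the cells of Hyper-organoid replicates 1, 2 and 3, and in 0.174% (0.0474 to 0.445) and 0.199% (0.0861 to 0.392) in -VE-organoids. In ENR-organoids 0 of 2002, 0 of 2508 and 0 of 2214 cells did so. The exact permutation p between Hyper- and ENR-organoids was 0.1. The mean difference was 1.58 percentage points, and 0.818 without Hyper-organoid replicate 3. Unthinned, the Hyper-organoid shares were 1.64%, 5.34% and 11.2%, and 1 cell of ENR-organoid replicate 1 held all 3 genes. In goblet cells, which should lack this combination, 2 of 124 thinned cells held it in Hyper-organoid replicate 3 (1.61%, 95% interval 0.196 to 5.70), and 0 cells in the other 7 libraries. The upper limits for goblet cells in Hyper-organoid replicates 1, 2 and 3 were 2.37%, 1.91% and 5.70%, so in each of them the goblet interval includes the share over all cells. The median depth in replicate 3 was 34857 UMIs in goblet cells and 44601 in all kept cells. Thinning left out between 63 and 280 cells per library.

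Whether the medium effect differs with the origin of the culture was tested as an interaction in edgeR with 3 residual degrees of freedom. It called 0 of 16037 genes, with 538 at an unadjusted p under 0.05, and DESeq2 called 6. Series C holds only 1 library per medium, whose spread is assumed to equal that of the other groups.

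The DSS and normal colonic libraries were compared to describe injured tissue, with 1 library each and therefore no replicate check and no test. Genes with the highest ratio were S100a9, at 1388 CPM (95% Poisson interval 1375 to 1401) in DSS and 0 UMIs in normal crypts, at least 9212-fold higher, S100a8, Igha, Retnlg and Igkc. The lowest were Xist, Ang4, Gm47283, Mptx1 and Clca1. Igha and Igkc are immunoglobulin genes. These ratios are over all kept cells, of which 17.7% in the normal and 19.1% in the DSS library held a Ptprc UMI. Ratios of single genes are therefore not assigned to epithelial cells. Xist had 9494 UMIs in the normal and 3 UMIs in the DSS library, and 4 Y-linked genes had 0 and 3962 UMIs, so the libraries differ in sex as well as in treatment. Clu had 7.48 CPM (6.33 to 8.79) in normal and 54.5 CPM (52.0 to 57.1) in DSS crypts, and Reg3b 1111 CPM (1096 to 1126) and 6732 CPM (6704 to 6761). Ly6a was lower in DSS crypts, at 580 CPM (572 to 588) against 1170 CPM (1155 to 1185). Anxa1 had 236 CPM (230 to 243) in normal and 282 CPM (276 to 287) in DSS crypts.

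**Figure D4:**
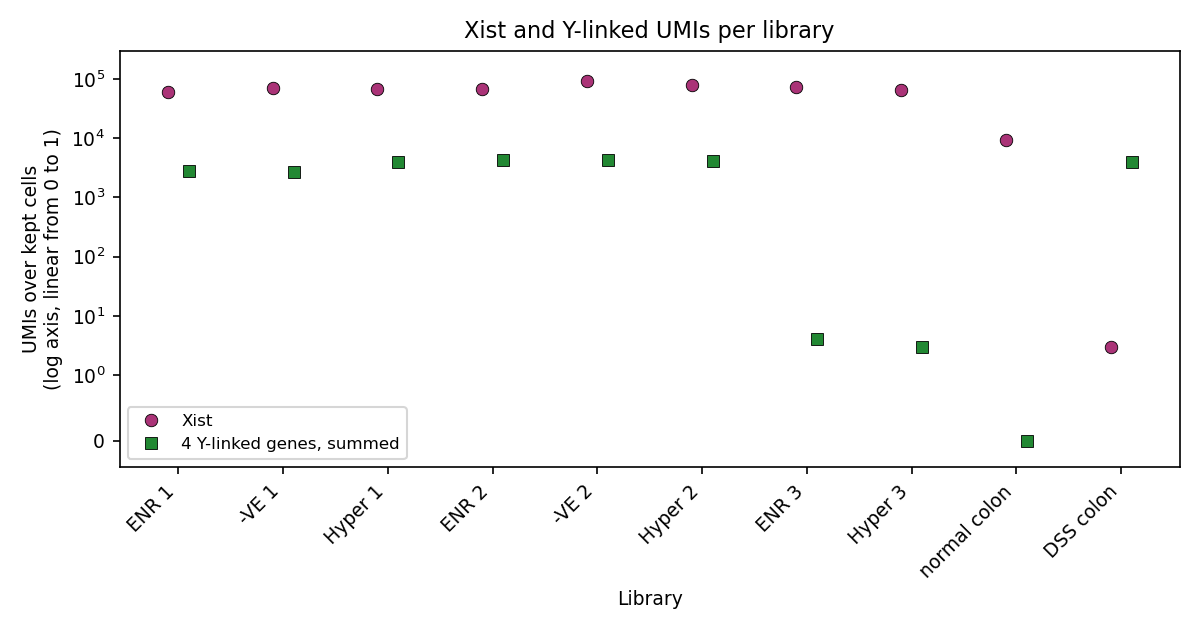
UMIs over kept cells (vertical log axis, linear from 0 to 1) of Xist and of 4 Y-linked genes together in each of the 10 libraries (horizontal axis). The normal colonic library holds 9494 Xist and 0 Y-linked UMIs and the DSS library 3 and 3962.

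The up-list, drawn from published models that include DSS colitis, had a median log2 ratio of 0.29 of DSS over normal crypts (counting interval 0.23 to 0.37), above all 10000 matched random lists, with 38 of 63 genes higher. Over all barcodes the median was 0.0098, at percentile 1.32 of its random lists, where the median of all genes used was 0.15. The 17 interferon and antigen-presentation genes of the list had a median of -0.52, below all random lists, although their mean was 0.19, and the other 46 genes a median of 0.40. The down-list had a median of 0.071 and a mean of -0.059 (percentile 95.95). Within the authors' stem cluster its median was 0.25, with 32 of 51 genes higher, at percentile 100 like the up-list. It lay at 99.76 without cells holding Ptprc and at 99.57 over all barcodes. The YAP/TAZ list, with 16 genes used, had a median of -0.035 and a mean of 0.16 (percentile 19.2). Within the stem cluster the YAP/TAZ median was 0.20, with 12 of 15 genes higher (percentile 89.1). The YAP/TAZ list lay at percentile 7.07 without cells holding Ptprc and at 3.82 over all barcodes. These values describe the 2 libraries, and intervals cover counting error only.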

Values the study reported

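The study described 17 epithelial clusters in its merged organoid data. It gave about 3000 captured cells per sample and stated that cells with fewer than 1500 genes or more than 25% mitochondrial reads were discarded. Its injury signature held 63 upregulated and 54 downregulated genes, taken from published injury models.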

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

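Of these tests, those that leave out the 5% of cells with the highest doublet scores and those on cells with at least 5 Xist UMIs were chosen after the data were seen. Of 291 alternatives of the main results, 249 were scored as the same. For tests this means the same direction and side of the threshold, and for counts of genes a count within 1.5 times. For shares of cells it means the same direction and a difference within the larger group SD of the main one. For colon it means a median within the main counting interval.

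With at least 10 CPM in 2 libraries, which tests 8419 genes in place of 16037, the counts of called genes were 800 for Hyper- against ENR-organoids, 528 for Hyper- against -VE-organoids and 166 for -VE- against ENR-organoids. With no minimum fold they were 9111, 7629 and 1264. Both changes follow from the construction of the alternative. The count for -VE- against ENR-organoids was also 669 over all barcodes (273 higher and 396 lower), 158 in the stem and transit amplifying classes and 232 in series 2 and 6 alone, and it ranged from 96 to 519 with each library left out. It was 96 without -VE-organoid replicate 2, 151 without ENR-organoid replicate 2, 232 without ENR-organoid replicate 3 and 252 without ENR-organoid replicate 1. A group left with 1 library is assumed to vary like the others. The counts of the contrasts with Hyper-organoids ranged from 3384 to 3806 and from 2218 to 2977 when a library was left out. Thinning stem cells gave 1670 genes for Hyper- against ENR-organoids, and fewer UMIs entered that test. The cause of the other changes was not tested.

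DESeq2 called 3523, 2845 and 562 genes, of which 3478, 2774 and 393 were also called by edgeR. Scaling by library size alone moved the median of all genes to 0.12 and 0.15 in the contrasts with Hyper-organoids, and upper-quartile factors to 0.09 and 0.10. List medians are to be read against that shift.

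For the up-list between Hyper- and ENR-organoids, the threshold was missed under an estimated correlation (median 0.47, adjusted p 0.0650), over all barcodes (0.46, adjusted p 0.239), by library size alone (0.60, adjusted p 0.121) and without the 17 interferon and antigen-presentation genes (0.42, adjusted p 0.121). Leaving out libraries gave 0.43 to 0.51, with the threshold missed without ENR-organoid replicate 3 (0.49) and without Hyper-organoid replicate 3 (0.46). Between Hyper- and -VE-organoids the same list passed under fry (0.51, adjusted p 9.00e-05), with the culture series as a replicate block (0.48, adjusted p 0.0408), in the stem class (0.52, adjusted p 0.00363) and with at least 10 CPM (0.37, adjusted p 0.00594, 33 of 60 genes tested). Leaving out libraries gave 0.34 to 0.54, and it passed without -VE-organoid replicate 2 (0.34). Between -VE- and ENR-organoids its median was -0.12 over all barcodes and ranged from -0.023 to 0.025 with libraries left out. It was below 0 without -VE-organoid replicate 1 (-0.021), -VE-organoid replicate 2 (-0.018) or ENR-organoid replicate 3 (-0.023). The adjusted p of these 3 comparisons ranged from 2.82e-05 to 0.239, from 9.00e-05 to 0.261 and from 0.118 to 0.789. The cause was not tested.

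The down-list between Hyper- and -VE-organoids missed the threshold under an estimated correlation (-0.43, adjusted p 0.104). The YAP/TAZ list missed it with at least 10 CPM in all 3 contrasts (0.63, 0.83 and 0.14), where 5 of its 20 genes were tested, and between -VE- and ENR-organoids also under an estimated correlation (0.18) and over all barcodes (0.064). Its adjusted p ranged up to 0.0854, 0.0854 and 0.158. The filter left out most of the list by construction, and the cause of the other changes was not tested.

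DESeq2 called 6 genes in the interaction of medium and origin. The planned fit with series 6 left out was not run, since it has 0 residual degrees of freedom.

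With marker-defined classes the difference between Hyper- and ENR-organoids was -3.80 percentage points for Paneth cells, -29.9 for enterocytes and -2.99 for goblet cells, the last reversed. Cells of several annotated classes meet those definitions. The share holding Clu, Anxa1 and Ly6a differed by 6.06 points without thinning and by 6.16 points for at least 2 of the 3 genes, as deeper cells or a looser rule give. The up-list median of DSS over normal crypts was 0.0098 over all barcodes. The cause was not tested.

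Of 132 alternatives of single marker genes, 114 kept their side of the threshold, 9 were weaker and 9 stronger. Ly6a between Hyper- and -VE-organoids kept its call in 3 of 11 and Olfm4 stayed uncalled in 8 of 11 in either contrast with Hyper-organoids. With the culture series as a block, the calls that changed among the 3 lists and, in the contrasts with Hyper-organoids, the 6 markers Clu, Ly6a, Anxa1, Reg3b, Lgr5 and Olfm4 were the up-list between Hyper- and -VE-organoids, Ly6a between Hyper- and -VE-organoids (1.19) and Olfm4 in both contrasts (-4.06 and -3.54). The block changed no other call among these. Over all genes it called 3780, 3063 and 439, of which 3642, 2859 and 342 were also called without it. Depth limits the share of cells holding Clu, Anxa1 and Ly6a, which differed by 1.58 points with thinning and 6.06 without.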

Other observations

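The tests on removed barcodes, on the sex of the DSS library, on cells with at least 5 Xist UMIs and against matched random lists for the Hox, imprinted, YAP/TAZ and up-lists were chosen after the result was seen. The rules for the other tests were written before, except that conditions were added after the values were seen for 7 of them, which are left open here. Under the rules as first written the explanations by the Hox list, by the imprinted list and by the genes higher in Hyper-organoids set against DSS would have been met. Those by dissociation stress, in organoids and in colon, by immune or stromal cells in the DSS library and by a shift in class shares in colon would have been excluded.

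The 3675 genes called between Hyper- and ENR-organoids were set against other splits of the 6 libraries. Only the real split, 1 of 10, gave as many genes, and the other 9 gave 0. Among the 4 splits that part all 3 pairs of a culture series the real one is likewise the only one, and the other 6 keep pairs together. The splits alone cannot exclude chance at 0.05, because 10 splits cannot give a share under 0.1. Root mean square log2 distances argue against chance differences between like libraries. They were 1.45 to 1.58 between ENR- and Hyper-organoid libraries. Among ENR-organoid libraries they were at most 0.52 and among Hyper-organoid libraries at most 0.63. These distances come from the same 6 libraries and do not lower the floor of 0.1. A shift in class shares alone is argued against for the 2779 called genes that were tested in the stem class, as a set. These genes kept a median signed change of 2.15 on the log2 scale within that class, against 2.26 over all cells. The median pools rises and falls, and 2913 of the 3675 called genes are rises. It therefore cannot decide on class shares for the falls by themselves, or for called genes not tested in the stem class. Unequal removal of barcodes is argued against by 3532 called genes that stayed past the threshold in the same direction over all barcodes. Different shares of male and female cells are argued against by 3405 that did so among cells with at least 5 Xist UMIs. The medium itself stays open as an explanation that this design names.

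The medium without VPA and EPZ6438 was asked whether it gives most of the difference between Hyper- and ENR-organoids. The smallest root mean square log2 distance of a -VE library to a Hyper library was 1.25, larger than the largest to an ENR library, 0.74, which argues against it for expression over all cells. Some called genes moved without VPA and EPZ6438 all the same, Anxa1 and Ly6a among them.

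Genes of low expression rose most in Hyper-organoids. Of 4196 genes with a mean under 1 CPM, 37.8% were called higher than in ENR-organoids, against 3.60% of 7771 genes with 10 CPM or more. They were also called lower more often, at 7.65% against 2.75%. The 18 tested Hox genes were all higher in Hyper- than in -VE-organoids, with a median of 3.03 (camera p 0.000191, fry p 0.00388), and 9 of 11 imprinted genes with a median of 3.06 (camera p 0.000426, fry p 2.25e-05). The camera p adjusted over the 15 tests of further lists was 0.00253 for both. Under an estimated correlation the p was 0.196 for the Hox and 0.0398 for the imprinted genes. Between -VE- and ENR-organoids the medians were -0.20 and 0.18. A general rise of low-expressed genes is argued against as the whole cause, since both lists lay at percentile 99.96 or higher among matched random lists in both contrasts, the YAP/TAZ list at 100 and the up-list at 100 against ENR-organoids. Release of imprinted genes and release of genes silenced by EZH2, read from the Hox list, stay open. Their medians of 3.06 and 3.03 are the rises themselves, and no value here separates release from another cause of a rise. The 3 Hyper libraries also differed in members of both lists, with Hoxb8 at 0.360, 1.47 and 5.39 CPM and Meg3 at 0.285, 1.32 and 3.71 CPM. VPA and EPZ6438 were left out together, so their effects cannot be separated here. With genes without a UMI in ENR-organoids at their bound, the edgeR median of the imprinted genes was 3.78 in place of 4.18 and that of the Hox genes stayed at 2.76.

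For the up-list between Hyper- and ENR-organoids, dissociation stress stays open, since the stress list had a median of -0.17 with 6 of 16 genes higher (camera p 0.329), which decides nothing. The stress list was lower in -VE- than in ENR-organoids (-0.63, camera p 0.00382, adjusted 0.0115, fry p 0.0855). Whether interferon and antigen-presentation genes carry the up-list stays open. The other genes had a median of 0.42, above 0 but below the 0.82 of the interferon part (camera p 0.0758). The immune list, with 5 of 10 genes tested, had a median of -0.058 and a mean of 0.30 between Hyper- and ENR-organoids (camera p 0.834).

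The authors' filter removed between 57.0% and 65.3% of the barcodes of ENR-organoids and between 37.8% and 49.5% of those of Hyper-organoids. Outside mitochondrial genes, enterocyte markers took at least 4.05 times the share of UMIs in removed barcodes of ENR-organoids that they took in kept cells. The ratio was 7.53 and 9.73 in -VE-organoids and 6.05, 1.67 and 2.18 in Hyper-organoids. The ratio in ENR-organoids is consistent with a loss of enterocytes at the filter, but it was higher in -VE-organoids, of which more barcodes were kept. The shares of enterocytes among kept cells may therefore understate them in all 3 media. For Paneth cells of ENR-organoids the ratio was at most 0.338, which argues against such a loss.

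Cells annotated as revival stem cells occurred in -VE-organoids too. Goblet cells cannot decide on free RNA or depth here. With 0 of 162 and 0 of 357 of them their intervals reach 2.25% and 1.03%. The share of cells holding Clu, Anxa1 and Ly6a was at most 0.199% in a -VE library. After thinning, all 4 and all 8 of these cells were annotated as revival cells. They were 4 of 7 and 8 of 15 revival cells, against 0 of 662 and 0 of 1006 stem cells. This argues against evenly spread free RNA or depth alone for them. The paper names the 3 genes as markers of this class, so the annotation is not independent of them. Unthinned, 12 of 17 revival and 11 of 1042 stem cells of -VE-organoid replicate 2 held all 3.

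Culture series 2 and 6 held both Xist and Y-linked UMIs. In their libraries between 26.8% and 32.4% of the kept cells had at most 1 Xist UMI, and between 72.3% and 88.9% of these held a UMI of 4 Y-linked genes. Cells with at least 5 Xist UMIs held one at most 0.0566 times as often, which is consistent with a mixture of male and female cells. Series C had 4 and 3 Y-linked UMIs. An exchange of a library between series C and the others is argued against by at least 2681 Y-linked UMIs in each library of series 2 and 6. An exchange between series 2 and 6 would not show. No biological explanation of the mixture was tested.

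For DSS against normal crypts, the up-list stayed at percentile 100 without cells holding Ptprc and the clusters rich in them. No cluster was left out for stromal markers, but 7 of the 9 cells with 2 of these markers lay in the clusters left out for Ptprc. Immune or stromal cells stay open, since the immune list still had a median of 1.16 over 6 genes after that removal (percentile 100), and also lay at percentile 100 within the authors' stem cluster. A shift in class shares alone stays open. The up-list lay at percentile 100 within the stem cluster, but so did the down-list and the immune list, so this percentile does not single out the up-list. Dissociation stress stays open, since the stress list lay at percentile 62.7 over all kept cells with 6 of 16 genes higher, and at 99.99 within the stem cluster with 11 of 16 higher. Over all kept cells the immune list had a median of 1.05 (percentile 100). Sex and treatment cannot be told apart, with 3962 Y-linked UMIs in the DSS library and 0 in the normal one. The methods name female mice for the colitis model, whereas the DSS library held 3 Xist UMIs. Genes higher in Hyper- than in ENR-organoids had a median log2 ratio of 0.14 of DSS over normal crypts (percentile 100), but genes lower in Hyper-organoids had 0.15 (percentile 100), and within the stem cluster the former lay at percentile 29.5. Whether the 2 changes share genes therefore stays open.

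Gm47283, annotated on the Y chromosome at 90784738 to 90816464, had 2836 UMIs in the normal colonic library, which held 0 UMIs of the 4 Y-linked genes, and 14 UMIs in the DSS library. No explanation was tested.

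The organoid libraries held 5502 barcodes on average. That is higher than the number of captured cells quoted from the study above. The authors kept 2767 cells per organoid library on average, which is closer to it. The lowest number of genes in a kept cell lay between 501 and 611 across the libraries. That is lower than the value quoted from the study above.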
